# Uromodulin Retention in Thick Ascending Limb of Henle's Loop Affects SCD1 in Neighboring Proximal Tubule: Renal Transcriptome Studies in Mouse Models of Uromodulin-Associated Kidney Disease

**DOI:** 10.1371/journal.pone.0113125

**Published:** 2014-11-19

**Authors:** Marion Horsch, Johannes Beckers, Helmut Fuchs, Valérie Gailus-Durner, Martin Hrabě de Angelis, Birgit Rathkolb, Eckhard Wolf, Bernhard Aigner, Elisabeth Kemter

## Abstract

Uromodulin-associated kidney disease (UAKD) is a hereditary progressive renal disease which can lead to renal failure and requires renal replacement therapy. UAKD belongs to the endoplasmic reticulum storage diseases due to maturation defect of mutant uromodulin and its retention in the enlarged endoplasmic reticulum in the cells of the thick ascending limb of Henle's loop (TALH). Dysfunction of TALH represents the key pathogenic mechanism of UAKD causing the clinical symptoms of this disease. However, the molecular alterations underlying UAKD are not well understood. In this study, transcriptome profiling of whole kidneys of two mouse models of UAKD, *Umod* ^A227T^ and *Umod* ^C93F^, was performed. Genes differentially abundant in UAKD affected kidneys of both *Umod* mutant lines at different disease stages were identified and verified by RT-qPCR. Additionally, differential protein abundances of SCD1 and ANGPTL7 were validated by immunohistochemistry and Western blot analysis. ANGPTL7 expression was down-regulated in TALH cells of *Umod* mutant mice which is the site of the mutant uromodulin maturation defect. SCD1 was expressed selectively in the S3 segment of proximal tubule cells, and SCD1 abundance was increased in UAKD affected kidneys. This finding demonstrates that a cross talk between two functionally distinct tubular segments of the kidney, the TALH segment and the S3 segment of proximal tubule, exists.

## Introduction

Uromodulin-associated kidney disease (UAKD) is a rare dominant hereditary renal disease caused by amino acid-changing mutations in the uromodulin (*UMOD*) gene [1]–[3]. Patients with UAKD exhibit impaired urinary concentration ability, in most cases hyperuricemia, morphological kidney alterations like progressive tubulointerstitial damage and sometimes renal cysts and constantly develop disease progression up to renal failure. Dysfunction of thick ascending limb of Henle's loop (TALH) cells due to mutant UMOD maturation retardation and retention in the hyperplastic endoplasmic reticulum (ER) represents the key pathogenic mechanism of UAKD.

Uromodulin is selectively expressed in cells of the TALH and of the early distal convoluted tubules [4]. After UMOD synthesis in the ER and extensive glycosylation, the mature protein is translocated to the luminal cell membrane and released into urine by proteolytic cleavage. UMOD represents the most abundant protein in human urine. Although this glycoprotein was already discovered in the early fifties by Tamm and Horsfall (therefore initially named Tamm-Horsfall-glycoprotein) [5], the biological function of UMOD is still obscure. Studies on *Umod* knockout mice revealed a protective role of UMOD against ascending urinary tract infections e.g. of type 1-fimbriated *E. coli*, and a protective role against calcium oxalate crystal formation in the kidney [6]–[8]. Further, UMOD might have a role in innate immune system and might act as an endogenous danger signal after tubular damage that leads to exposition of UMOD protein to mononuclear cells like dendritic cells in the kidney interstitium [9]. In various genome-wide association studies, common allelic *UMOD* promoter variants were identified to be associated with increased risk for complex trait diseases like chronic kidney disease (CKD), hypertension and kidney stones (reviewed in [3]). These variants of the *UMOD* promoter lead to increased UMOD expression and secretion which results, by influencing salt reabsorption in the kidney, to increased risk of developing hypertension and CKD [10].

UMOD maturation defect and retention in TALH cells in UAKD lead to unfolded protein response and activation of non-canonical NF-κB signaling in the TALH segment as demonstrated recently in two mouse models of UAKD, the mutant mouse lines *Umod* ^C93F^ and *Umod* ^A227T^ [11]. The focus of this study is to analyze transcriptional alterations in UAKD affected kidneys to obtain further insights into the pathogenesis of UAKD and/or the biological function of UMOD.

## Materials and Methods

### Animals

Both *Umod* ^A227T^ and *Umod* ^C93F^ mutant mouse lines, generated by ENU mutagenesis, exhibit the key features of UAKD like maturation defect and retention of UMOD in the hyperplastic ER of TALH cells and impaired kidney function with mild defect in urinary concentration ability, reduced fractional excretion of uric acid, and reduced UMOD excretion [12], [13]. *Umod* ^A227T^ and *Umod* ^C93F^ mutant mice differ in onset, severity and speed of progression of disease symptoms as these are dependent on kind of *Umod* mutation and allelic status [13].

Homozygous *Slc12a1* ^I299T^ mutant mice exhibit key features of Type I Bartter syndrome with salt-wasting polyuria and reduced fractional excretion of uric acid due to impaired ion transport activity of the main ion transporter of the TALH segment, the Na^+^-K^+^-2Cl^—^ion transporter NKCC2, which is the protein derived from the *Slc12a1* gene [14].

All three mouse lines were maintained on the C3HeB/FeJ (C3H) genetic background. Mouse husbandry was done under a continuously controlled specific pathogen-free (SPF) hygiene standard according to the FELASA recommendations (http://www.felasa.eu) [15]. Mouse husbandry and all tests were carried out under the approval of the responsible animal welfare authority (Regierung von Oberbayern, Germany).

### Genome-wide transcriptome analysis of UAKD-affected kidneys

The genome-wide transcriptome analyses of whole kidney lysates of *Umod* mutant mice were part of the systemic, comprehensive phenotypic analysis carried out in the German Mouse Clinic at the Helmholtz Zentrum München using standardized examination protocols (http://www.mouseclinic.de) [16], [17]. First, the analysis of kidneys of four male homozygous *Umod* ^A227T^ mutant mice and four male wild-type littermates was carried out at an age of 17 weeks, followed by the analysis of kidneys of four male heterozygous *Umod* ^C93F^ mutants and their wild-type littermates at an age of 38 weeks.

Total RNA of whole kidney was isolated using Trizol (Invitrogen, Karlsruhe, Germany) in combination with RNeasy Midi Kits according to manufacturer's protocol (Qiagen, Hilden, Germany). cDNA microarrays covering 17,346 mouse genes were in-house produced, dual color hybridization was performed and arrays were scanned as previously described [18]. As a first step of the expression profiling data from kidney low-quality array elements were eliminated applying several filter methods (background checking for both channels with a signal/noise threshold of 2.0, one bad tolerance policy parameter and flip dye consistency checking). 

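In a re-analysis of the deposited scans, separate from the paper's own filtering, background checking left 9211 array elements of Umod A227T for testing. It left 3336 elements of Umod C93F, and 2168 were shared. An element was kept when its median foreground was at least 2 times the local background in one or both channels, on both arrays of 3 or more of the 4 mice of a line. The C93F arrays were dimmer. The share of spots that passed on an array was 56.6% to 73.7% in A227T and 15.3% to 42.3% in C93F, with medians of 64.8% and 28.1%. The ratio of the median foreground to the median background ran from 1.66 to 2.74 in A227T and from 1.39 to 1.87 in C93F, over both channels. Between 3100 and 5894 spots of each A227T array were marked as not found by the scanner software, and 0 spots of each C93F array.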

In total, 9,237 useable expression values remained and were used for the identification of genes with significant differential gene regulation using SAM (Significant analysis of microarrays [18]–[20]). Genes were ranked according to the mean fold change (mean mutant divided by mean wild-type signal intensity) and selected as significantly differentially expressed with ratio >1.4 in combination with false discovery rate (FDR) <10%. The FDR is a value which estimates the percentage of nonsense genes by calculating 1000 permutations.

Over-represented functional annotations within the data sets were provided as GO (Gene Ontology terms of the category ‘functions and diseases’ (Ingenuity Pathway Analysis, IPA)). IPA was also used to identify biological associations based on co-citations and co-expression between the regulated genes of each of the two mutant lines and the NF-κB signaling complex. In the GEO database [21], the complete microarray dataset is available under accession number GSE58513.

### Quantitative real time PCR analysis

After isolation of total RNA from whole kidneys of four-month-old male homozygous *Umod* mutant mice, three-month-old male homozygous *Slc12a1* ^I299T^ and corresponding age-matched male wild-type littermates with the Trizol method, cDNA synthesis was performed using cDNA EcoDry Premix Double Primed (Clontech). NCBI/Primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi?LINK_LOC=BlastHome) was used to select cDNA specific primers from different exons (except for *Hba-a1*) and each primer pair was tested for comparability of amplification efficiencies by performance of real-time PCR-based standard curve analyses. Primer sequences are listed in Table 1. Transcript abundance was quantified using FastStart Universal SYBR Green Master (ROX) (Roche) on a StepOne Real-Time PCR system (Applied Biosystems) and using LinRegPCR software [22]. All real-time PCR measurements were performed in duplicates and included no template controls. Transcript abundances of *Angptl7*, *Hba-a1*, *Odc1*, *Scd1*, and *Wfdc15b* were calculated in relation to the expression of the housekeeping genes *Sdha*, *Tbp*, and *Rpl13a* using the 2^−ΔCT^ method.

**Table 1:** List of primer sequences used for RT-qPCR.

Gene	Sequence (5′-3′)		Length	Accession No.
*Angptl7*	forward: TCCGAAAAGGTGGCTACTGG	reverse: ATGCCATCCATGTGCTTTCG	97 nt	NM_001039554.3
*Hba-a1*	forward: GTGCATGCCTCTCTGGACA	reverse: GGTACAGGTGCAAGGGAGAG	127 nt	NM_008218.2
*Odc1*	forward: CCGGCTCTGACGATGAAGAT	reverse: CTTCTCGTCTGGCTTGGGTC	146 nt	NM_013614.2
*Rpl13a*	forward: GACCTCCTCCTTTCCCAGGC	reverse: GCCTCGGCCATCCAATACC	70 nt	NM_009438.5
*Scd1*	forward: AGGCCTGTACGGGATCATACT	reverse: AGAGCGCTGGTCATGTAGTAG	84 nt	NM_009127.4
*Sdha*	forward: AACACTGGAGGAAGCACACC	reverse: AGTAGGAGCGGATAGCAGGA	135 nt	NM_023281.1
*Tbp*	forward: TCTGGAATTGTACCGCAGCTT	reverse: ATGATGACTGCAGCAAATCGC	131 nt	NM_013684.3
*Wfdc15b*	forward: TTTCGCATACGGAGGACAGT	reverse: GGGCCAGGTGTGGTTATGTC	79 nt	NM_001045554.1

cDNA-specific primers for amplification of mouse angiopoietin-like 7 (*Angptl7*), hemoglobin alpha adult chain 1 (*Hba-a1*), ornithine decarboxylase structural 1 (*Odc1*), stearoyl-Coenzyme A desaturase 1 (*Scd1*), WAP four-disulfide core domain 15B (*Wfdc15b*), and the housekeeping genes ribosomal protein L13A (*Rpl13a*), succinate dehydrogenase complex subunit A flavoprotein (*Sdha*) and TATA box binding protein (*Tbp*).

### Immunohistochemical analyses

Histological analyses of kidneys of homozygous *Umod* mutant mice and wild-type mice were performed as described previously [12]. Immunohistochemistry was performed using the following primary antibodies: rat monoclonal antibody against mouse ANGPTL7 (clone 538401; R&D Systems), rabbit monoclonal antibody against mouse SCD1 (#2794, Cell Signaling), and rat monoclonal antibody against mouse UMOD (clone 774056; R&D Systems). Immunoreactivity was visualized using 3,3-diaminobenzidine tetrahydrochloride dihydrate (DAB) (brown color) or using Vector Red Alkaline Phosphatase Substrate Kit I (red color). Nuclear counterstaining was done with hemalum. Cells of TALH segment were identified by UMOD immunostaining. Cells of proximal tubule segment were identified by morphological criteria of presence of luminal microvilli.

### Western blot analyses

Renal tissue (whole kidney or outer medullar region) of homozygous *Umod* mutant mice and wild-type mice was homogenized in Laemmli extraction buffer (20 mM Tris, 2% Triton-X100, 20% 5× Laemmli buffer). Outer medullar region contained a higher fraction of TALH segments and was prepared as described previously [11]. Protein concentration was determined by BCA assay. Equal amounts of denatured proteins per lane were separated on 12% SDS-polyacrylamide minigels and blotted on PVDF membranes. Equal loading was controlled by Ponceau staining.

The following primary antibodies were used: rat monoclonal antibody against mouse ANGPTL7 (clone 538401; R&D Systems), rabbit monoclonal antibody against GAPDH (#2118, Cell Signaling), rabbit polyclonal antibody against mouse SCD1 (#2438, Cell Signaling). Bound antibodies were visualized using ECL reagent (GE Healthcare Amersham Biosciences). Signal intensities were quantified using ImageQuant (GE Healthcare). Standardization of equal loading was referred to the signal intensities of GAPDH of the corresponding PVDF membrane.

### Statistical analysis

Statistical analyses of genome-wide transcriptome analyses were described above. Statistical analyses of data derived by RT-qPCR analyses and Western blot analyses were carried out by One-way ANOVA with Tukey's Multiple Comparison Post hoc Test if comparing three groups, and by unpaired Student's *t*-test if comparing two groups. Statistical analyses of plasma urea data were performed by Two-way ANOVA with Bonferroni Multiple Comparison Post hoc Test. Data are shown as mean ± standard deviations. Significant differences are indicated for *P*<0.05, 0.01, and 0.001.

## Results

### Transcriptome profiling of UAKD-affected kidneys

The primary phenotype reports of both mutant lines *Umod^A227T^* (see line “HST012”) and *Umod^C93F^* (see line “HST001”) of the German Mouse Clinic are accessible online (http://146.107.35.38/phenomap/jsp/annotation/public/phenomap.jsf) [17]. For the following analysis, the kidney transcriptome data of both *Umod* mutant lines were analyzed using enhanced settings in the software programs (see Materials and Methods). For genome-wide transcriptome profiling of whole kidneys, one group of UAKD-affected mice with initial mild disease phenotype, the young-adult homozygous *Umod* ^A227T^ mutants, and another group with progressed disease state of UAKD including morphological kidney alterations, the aged heterozygous *Umod* ^C93F^ mutant mice, were used (Figure S1).

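The expression profiling compared whole kidney RNA of 4 homozygous Umod A227T males (17 weeks) and of 4 heterozygous Umod C93F males (38 weeks) with wild-type RNA on spotted two-colour cDNA arrays. Each mouse was hybridised on 2 arrays with exchanged dyes, 16 arrays in all, against a wild-type pool of its own line. The paper gives 4 wild-type littermates per line, while the sample labels describe a pool of 6 control mice, and the labels give ages of 19 for A227T and 39 for C93F without a unit. The paper describes RNA isolation with Trizol and RNeasy columns, and the labels describe lysis in RLT buffer before the RNeasy columns. Since the wild-type RNA was pooled, it stands for 1 control sample per line, and every test of a ratio against 0 leaves out the spread between wild-type mice. Line, age, zygosity, pool and hybridisation series coincide, so a difference between the lines cannot be put down to any of them.
The deposited files hold the scanner's foreground and background intensity of each spot, and the authors' processed log2 ratios. Here the intensities were corrected by normexp with an offset of 50 and normalized by loess within each array, and the ratios of the 2 arrays of a mouse were turned the same way and averaged. Elements were tested with limma and called at an adjusted p under 0.10 together with a fold over 1.4, the thresholds stated in the paper. The labels do not say which dye held the mutant. The direction, mutant over wild type, was taken from the authors' processed ratios and the legends of Figures S2 and S3 and is therefore likely rather than settled. Read literally, the names of the scans would turn every sign, so that 34 of 35 called elements would be higher in C93F and 93 of 166 in A227T. The RT-qPCR of the paper, on other mice that were homozygous in both lines and 4 months old, runs the same way for Scd1, Wfdc15b, Angptl7 and Odc1. For Angptl7 and Odc1 in A227T the paper reports only a tendency, and for Hba-a1 similar abundance in all genotypes. In A227T each mouse's scans matched the authors' ratios of the same mouse across elements (r = 0.936 to 0.974). In C93F the scans of mouse 1 matched the authors' ratios of mouse 2 (r = 0.87) and the reverse, which leaves means over the 4 mice as they are. Ratios of single mice correlated across elements with r from 0.277 to 0.428 in A227T and from 0.537 to 0.628 in C93F; elements are not independent replicates. On simulated ratios, built on the intensities and backgrounds of these arrays, 38.8% of the elements changed 1.5-fold were called in A227T and 32.8% in C93F. Of those changed 2-fold, 100% and 98.5% were called. The recovered log2 ratios were between 0.731 and 0.794 of the true ones, so folds are understated. The simulated spread between mice was the same for both lines, while the measured median SD was 0.15 in A227T and 0.089 in C93F.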

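Kidneys of Umod A227T mutants had more transcript of genes of tubular injury and of the extracellular matrix, and less of immediate early genes. Lcn2, which encodes the injury marker lipocalin 2, rose, with a measured log2 ratio of 1.61 ± 0.18 (SD, n = 4 mice, adjusted p = 3.52e-07, limma). Its wild-type channel was at least 2 times the background on 3 of 8 arrays and the authors' processed ratios hold 0 values for it, so the size of the change is not exact. Of 19 measured genes of tubular injury, 9 rose and none fell (9 when adjusted over the list alone), among them Lgals3, encoding galectin 3, at 0.72 ± 0.17, and Wfdc2 at 0.80 ± 0.21 (SD, n = 4). Of 18 matrix genes, 5 rose and none fell (5 when adjusted over the list alone): the fibronectin gene Fn1 at 0.93 ± 0.06, the collagen genes Col3a1 at 0.80 ± 0.20 and Col1a1 at 0.75 ± 0.10, the proteoglycan gene Dcn at 0.73 ± 0.30, and an element that the paper names Dpp10 and the platform names Sparc, at 0.58. Another element of Fn1 rose by 0.62, while further elements of Fn1 (0.04), Col1a1 (0.30) and Ccn1 (-0.34) were not called. Of 10 immediate early genes, 4 fell (4 when adjusted over the list alone): Ccn1 (-0.92 ± 0.08), Egr1 (-0.82 ± 0.40), Jun (-0.58 ± 0.26) and Fos (-0.50 ± 0.19). Fos lost its call without mouse 1, without background correction and with median centring or between-array scaling, and Jun without mouse 2 or with one value per gene. By camera the injury list was higher (adjusted p = 2.51e-12; adjusted p = 0.094 with an estimated correlation), as was the matrix list (adjusted p = 1.05e-10; 0.094 with an estimated correlation), and the immediate early list was lower (adjusted p = 7.72e-06; 0.094 with an estimated correlation). The immediate early list did not pass with the stricter filter on dim spots or with the authors' processed ratios. These lists were fixed before the array files were read but after the folds in Figures S2 and S3 had been seen. Fat markers moved too: of 6 measured adipocyte genes, 3 rose (Fabp4, Ucp1 and Car3), while Pparg stood at -0.46 (adjusted p = 0.0298 by camera and adjusted p = 0.378 with an estimated correlation). This list did not pass without the filter on dim spots or with one value per gene. Car3 lost its call without mouse 1, without background correction, with between-array scaling, with one value per gene and with print-tip loess, and Ucp1 with print-tip loess. Leukocyte genes were also higher by camera, with none of 10 called (adjusted p = 0.0282 and adjusted p = 0.382 with an estimated correlation), and so was the list of ribosomal genes.
Over the 9211 tested elements, 166 were called, 73 higher and 93 lower in the mutants, and 991 passed the adjusted p alone. For 39 of the 73 higher ones the wild-type channel did not reach 2 times the background on every array, so their sizes are less exact. Umod itself was at -0.07 ± 0.09 (SD, n = 4, adjusted p = 0.658). With median centring in place of loess, 141 were higher and 59 lower, which moves the share of lower elements from 56% to 29.5%. The count was 292 with local background subtraction and 99 with a stricter filter on dim spots.

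**Figure D1:**
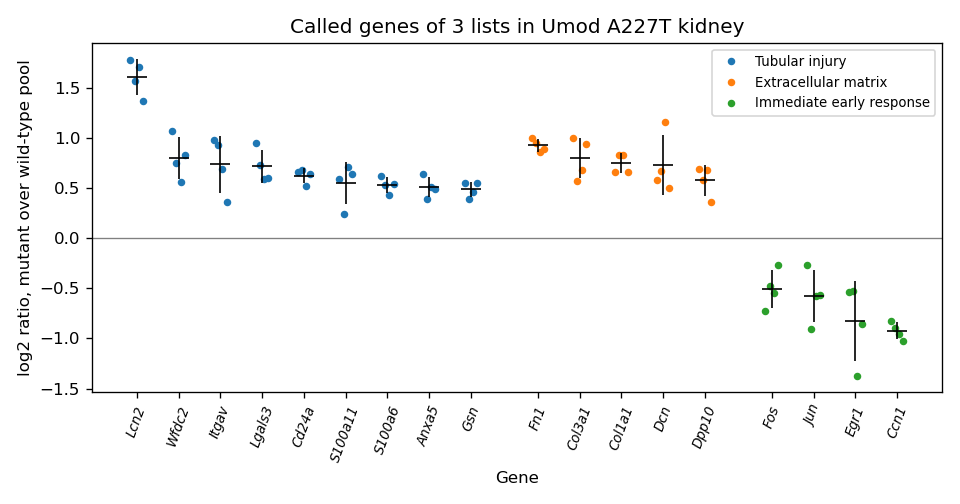
Log2 ratio of mutant over wild-type pool (vertical axis) for each called gene (horizontal axis) of the tubular injury, matrix and immediate early lists in Umod A227T kidney. Points are the 4 mice, and the black marks give the mean and SD; Dpp10 is the name the paper gives to the element that the platform names Sparc. Every mouse lies above 0 for the 14 injury and matrix genes and below 0 for the 4 immediate early genes.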

First, genome-wide transcriptome profiling analysis of kidneys from homozygous *Umod* ^A227T^ mutant mice, carried out at an age of 17 weeks, revealed 104 differentially expressed genes (DEGs) compared to age-matched wild-type littermate controls (Figure S2). In order to identify over-represented functional annotations among the set of regulated genes, Ingenuity Pathway Analysis (IPA) was employed. In kidney of *Umod* ^A227T^ mutants, the DEGs were associated with proliferation of cells, necrosis, inflammation, metabolism of lipid and proteins as well as renal cancer (Table 2, Figure S4). 

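Genes that Table 2 lists under these terms moved both ways in the Umod A227T kidneys. Under renal cancer, 6 of 8 genes rose and 1 fell; under necrosis, 16 of 29 rose and 8 fell; under inflammation of organ, 10 of 20 rose and 5 fell. Lipid synthesis held 6 rising and 4 falling genes of 13, and protein metabolism 4 rising and 3 falling genes of 12. Proliferation of cells held 16 rising and 8 falling genes among 33 tested. Rising and falling genes passed both thresholds of limma, an adjusted p under 0.10 and a fold over 1.4. The other tested genes in each term passed the adjusted p in the direction listed in Figure S2, but not the fold. A gene on several elements of Figure S2 was represented by its brightest one. The study chose the genes on these samples, so the counts are not independent evidence of the terms, and the enrichment itself, made with the Ingenuity knowledge base, was not repeated here.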

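Mt1, Car15, Abcc4 and Atoh8, tubule genes that the study chose on the same samples, rose in Umod A227T kidney, which is not independent evidence. Mt1, encoding a metal-binding metallothionein, rose by a log2 ratio of 0.88 ± 0.13 (SD, n = 4, adjusted p = 4.98e-05, limma). Car15, a carbonic anhydrase gene, rose by 0.71 ± 0.18, the efflux transporter gene Abcc4 by 0.65 ± 0.06, and the transcription factor gene Atoh8 by 0.53 ± 0.12. Col18a1, a collagen gene, was at 0.44 ± 0.16 (adjusted p = 0.00619), under the 1.4-fold threshold. The 6 measured genes of intercalated cells, with Car15 called, were higher by camera (adjusted p = 0.04 and adjusted p = 0.378 with an estimated correlation), but not without the filter on dim spots or with the authors' processed ratios. Of 8 measured genes of the thick ascending limb and of 17 of the S1 and S2 proximal tubule, none was called (camera adjusted p = 0.51 and 0.262).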

Several up-regulated genes are known to be expressed in proximal and/or distal tubules like *Abcc4*, *Atp1a1*, *Atoh8*, *Clcnkb*, *Col18a1*, *Car15* and *Mt1* and are required for normal reabsorption and urine concentration. *Fabp4*, *Gsn*, *Il6st*, and *Ly6e*, were associated with nephritis and *Col18a1*, *Prom1*, and *Scd1* with renal cell carcinoma. 

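Of these 7 genes, which the study chose on the same samples, 4 rose and 1 fell in Umod A227T kidney (4 and 1 when adjusted over the list alone, which is not independent evidence). Ly6e, a gene of a surface protein induced by interferon, rose on both of its elements, at log2 ratios of 0.59 ± 0.21 and 0.53 ± 0.16 (SD, n = 4, adjusted p = 0.00139 and 0.00191, limma). Gsn, encoding the actin-severing protein gelsolin, rose by 0.49 ± 0.08 (adjusted p = 0.0017), just over the threshold of 1.4-fold, and lost its call without mouse 1 or mouse 4 and without background correction. The lower Ly6e element lost its call without mouse 1 and without background correction. Il6st, encoding the gp130 subunit of the interleukin 6 receptor, fell on the element of Figure S2 (-0.67 ± 0.11; adjusted p = 0.000201), while its other element was at -0.04 (adjusted p = 0.847), and the gene was not called with one value per gene. Prom1, a gene of a membrane protein of progenitor cells, was at 0.48 ± 0.23 (adjusted p = 0.00714) and below the fold threshold.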

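Among genes that the study links to NF-κB control, Fabp4, Itgav, Cxcl12 and Serpina1b rose and Hbb-b1 fell in Umod A227T kidney. The study chose these genes on the same samples, so they are not independent evidence. Fabp4, encoding a fatty acid carrier of adipocytes and macrophages, rose by a log2 ratio of 0.82 ± 0.26 (SD, n = 4, adjusted p = 0.00023, limma), and it also belongs to the adipocyte markers that were higher in this line. Itgav, an integrin gene, rose by 0.74 ± 0.28. Hbb-b1, encoding a beta-globin chain, fell (-0.75 ± 0.11; adjusted p = 0.000106). Elements of the same gene differed: the chemokine gene Cxcl12 was at 0.75 ± 0.15 on the called element and at 0.39 and 0.07 on others, and Serpina1b, an antitrypsin gene, at 0.88 ± 0.29 and 0.28. Of 18 measured genes in the list of the NF-κB pathway, 2 rose, Lcn2 and Cxcl12, and none fell (2 and none when adjusted over the list alone, camera adjusted p = 0.23). That list was fixed before the array files were read but after the folds of Figure S2 had been seen.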

Further, several differential abundant genes were associated with repression or activation of NF-κB signaling complex (*Atp1a1*, *Cxcl12*, *Fabp4*, *Hbb*, *Itgav*, *Mt1*, *Scd1*, *Serpina1*, and *Tacstd2*). The other way round, the NF-κB signaling complex plays roles in the expression of *Cxcl12*, *Fabp4*, *Fgf1*, *Gclc*, *Odc1*, and *Tap*.

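Among the 6 genes, 3 rose and 3 fell in Umod A227T kidney (the same when adjusted over the list alone, which is not independent evidence, since the study chose them on these samples). Tap1, encoding a peptide transporter of antigen presentation, fell (log2 ratio -0.78 ± 0.13; SD, n = 4, adjusted p = 9.34e-05, limma). The growth factor gene Fgf1 fell too (-0.57 ± 0.32; adjusted p = 0.00621), although its call was lost without mouse 3 and without background correction. Gclc, encoding an enzyme of glutathione synthesis, rose by 0.50 ± 0.11 (adjusted p = 0.00193) and lost its call without mouse 1 or mouse 2 and without background correction. Another of its elements, too dim for the test, was at -0.05. The paper links the regulated genes of each line to the NF-κB complex by co-citation and co-expression in the Ingenuity knowledge base.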

**Table 2:** Functional classification of differentially expressed genes in kidney of *Umod* ^A227T^ mutant line.

Categories	Diseases or Functions Annotation	p-Value	Genes	# Genes
Cancer	abdominal neoplasm	6.37E-03	*Abcc4, Acsl5, Actg1, Ahnak, Aldoa, Anxa5, Atp1a1, Col18a1, Cpa1, Cxcl12, Dnajc10, Dpp10, Egr1, Eno1, Fabp4, Fgf1, Grin2a, Gsn, Hba1/Hba2, Hbb, Il6st, Itgav, Ivns1abp, Ly6e, Mapre1, Mark3, Mt1, Nup155, Odc1, Pcolce, Prom1, Rbm3, Rimbp2, Rps4y1, S100a11, Sat1, Scd, Serpina1, Tacstd2, Tap1, Wfdc2*	41
Cellular Growth and Proliferation	proliferation of cells	1.47E-05	*Abcc4, Acsl5, Actg1, Ahnak, Aldoa, Cd24a, Col18a1, Cxcl12, Dnph1, Eef1a1, Egr1, Eno1, Fabp4, Fgf1, Gclc, Grin2a, Gsn, Hba1/Hba2, Igkv1-117, Il6st, Itgav, Ivns1abp, Mapre1, Morf4l1, Mt1, Odc1, Rbm3, Rps14, S100a11, Sat1, Scd, Serpina1, Tacstd2, Tap1*	34
Cell Death and Survival	necrosis	3.36E-06	*Abcc4, Aldoa, Ap2b1, Atp1a1, Cd24a, Col18a1, Cxcl12, Eef1a1, Egr1, Eno1, Fabp4, Fbxo32, Fgf1, Gclc, Grin2a, Gsn, Gsta1, Igkv1-117, Il6st, Itgav, Ivns1abp, Mt1, Odc1, Rbm3, S100a11, Sat1, Scd, Serpina1, Ucp1*	29
Inflammatory Response	inflammation of organ	1.11E-07	*Abcc4, Ahnak, Aldoa, Anxa5, Atp1a1, Cxcl12, Eef1a1, Egr1, Eno1, Fabp4, Fbxo32, Gsn, H3f3a/H3f3b, Hbb, Il6st, Mt1, Odc1, Prom1, S100a11, Scd*	20
Molecular Transport	transport of molecule	6.05E-05	*Abcc4, Acsl5, Atp1a1, Clcnka, Cxcl12, Egr1, Fabp4, Fgf1, Grin2a, Gsn, Hba1/Hba2, Hbb, Il6st, Itgav, Ly6e, Nup155, Scd, Tap1, Ucp1*	19
Lipid Metabolism	synthesis of lipid	4.20E-05	*Abcc4, Acsl5, Atp1a1, Cxcl12, Eef1a1, Egr1, Fgf1, Gsta3, Hbb, Odc1, Scd, Serpina1, Ucp1*	13
Protein Synthesis	metabolism of protein	7.61E-04	*Cpa1, Eef1a1, Fbxo32, Grin2a, Gsn, Pcolce, Rbm3, Rps14, Rps4y1, Sat1, Serpina1, Wfdc2*	12
Metabolic Disease	diabetes mellitus	6.97E-03	*Anxa5, Fabp4, Fgf1, Grin2a, Hba1/Hba2, Hbb, Itgav, Mt1, Nup155, Scd, Tap1*	11
Carbohydrate Metabolism	quantity of carbohydrate	6.48E-04	*Anxa5, Eef1a1, Fabp4, Fgf1, Il6st, Mark3, Mt1, Scd, Ucp1*	9
Cardiovascular Disease	hypertension	1.97E-03	*Atp1a1, Clcnka, Cpa1, Fbxo32, Fgf1, Gsn, Gsta3, Hba1/Hba2, Il6st*	9
Renal Disease	renal cancer	4.83E-03	*Ahnak, Anxa5, Gsn, Mt1, Nup155, S100a11, Scd, Tacstd2*	8
Cell-To-Cell Signaling	binding of cells	7.10E-03	*Anxa5, Cd24a, Col18a1, Cxcl12, Fgf1, Gsn, Itgav*	7

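In kidneys of Umod C93F mutants nearly every called element was lower: 34 of 35 fell, and Scd1 alone rose. Genes of organic anion and steroid handling were among the largest falls. Slco1a6, encoding an organic anion transporter, had a log2 ratio of -1.15 ± 0.07 (SD, n = 4; 2.22-fold; adjusted p = 6.06e-07, limma), the glucuronosyltransferase gene Ugt2b38 -1.15 ± 0.12, and Hsd17b11, a hydroxysteroid dehydrogenase gene, -1.15 ± 0.09. Of 11 measured genes of organic anion and xenobiotic handling, 6 fell and none rose (6 when adjusted over the list alone; camera adjusted p = 3.35e-07; adjusted p = 0.171 with an estimated correlation). Of 14 genes of the S1 and S2 proximal tubule, 4 fell (4 when adjusted over the list alone): the phosphate transporter gene Slc34a1 (-0.64 ± 0.05), Slc22a6 (-0.53 ± 0.06), Slc13a3 (-0.52 ± 0.07) and Cyp4b1 (-0.50 ± 0.09). With the authors' processed ratios and with print-tip loess Slc34a1, Slc22a6 and Cyp4b1 were under the fold threshold, and without background correction Slc13a3, Slc22a6, Cyp4b1, Inmt and Adh1 were. Cyp4b1 also lost its call without mouse 4 and Adh1 without mouse 3. This list was lower by camera (adjusted p = 2.93e-07; adjusted p = 0.125 with an estimated correlation). Of 5 measured androgen-responsive genes, 2 fell, Adh1 (-0.53 ± 0.14) and Cyp4b1 (2 when adjusted over the list alone; camera adjusted p = 0.00133; adjusted p = 0.218 with an estimated correlation), and the list did not pass with the stricter filter on dim spots. Odc1 enters this list by an element at -0.20 that was not called, while another of its elements was called at -1.12. Umod stood at -0.32 ± 0.13 (adjusted p = 0.00356), below the fold threshold.
Of the 3336 elements tested, 795 passed the adjusted p alone, 306 higher and 489 lower. The count of called elements was 23 without background correction, 73 with local background subtraction and 21 with a stricter filter on dim spots. The lists were fixed before the array files were read but after the folds of Figure S3 had been seen.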

Second, 54 DEGs were detected in whole kidney lysate of 38-week-old heterozygous *Umod* ^C93F^ mutants when compared to age-matched wild-type littermate controls (Figure S3). 

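Genes that Table 3 lists for Umod C93F kidney were called lower more often than higher where they could be tested, though not under every term. Under inflammation, 6 of 9 genes fell and 1, Scd1, rose. Under necrosis, 11 of 15 genes were bright enough for the test, 7 fell and 1 rose, and under concentration of lipid 4 of 6 tested genes fell. Hypertension held 4 falling genes of 5 tested, cell death of renal tubule 3 of 3, and failure of kidney 3 of 3. Transport of molecule held 1 falling and 1 rising gene of 5 tested, quantity of protein in blood 2 falling and 1 rising of 4, and proliferation of kidney cell lines 1 falling of 2. A falling gene passed both thresholds of limma, an adjusted p under 0.10 and a fold over 1.4. The tested genes that were not called were also lower at such an adjusted p, but missed the fold. The study picked these genes on the same samples, so the counts are not independent evidence, and the enrichment itself was not repeated here.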

Necrosis, inflammation, lipid metabolism, hypertension and distinct renal and urological functions/disease were over-represented GO terms in this dataset (Table 3, Figure S5). Expression in the proximal and/or distal renal tubules was described for *Kap*, *Lgmn*, *Pdzk1*, *Slc13a1*, and *Slco4c1*, which were down-regulated in kidneys of *Umod^C93F^* mutants. 

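Kap, encoding the androgen-regulated protein of the proximal tubule, fell in Umod C93F kidney (log2 ratio -0.85 ± 0.15; SD, n = 4, adjusted p = 2.9e-05, limma), and Lgmn, encoding the lysosomal protease legumain, fell too (-0.80 ± 0.24; adjusted p = 0.000272). Pdzk1, encoding a scaffold protein of brush border transporters, was at -0.41 ± 0.05 (adjusted p = 0.000287), under the 1.4-fold threshold. The sulfate transporter gene Slc13a1 was at 0.18 ± 0.13 (adjusted p = 0.0488), also under that threshold. Slco4c1 was not analysed here, since no element carries that name in the annotation used. Of the 4 genes measured, 2 were called, both lower (2 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples).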

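Among genes that the study annotated with nephritis in Umod C93F kidney, Dnase1, encoding a secreted nuclease, fell (log2 ratio -0.77 ± 0.25; SD, n = 4, adjusted p = 0.000362, limma). Cndp2, encoding a cytosolic dipeptidase, stood at -0.43 ± 0.12 (adjusted p = 0.000658), below 1.4-fold, and at -0.47 on an element too dim for the test. Scd1 was the one of the 3 that rose. Over these 3 genes, picked by the study from the same mice, 1 rose and 1 fell (1 and 1 when adjusted over the list alone, which is not independent evidence).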

Further genes were annotated with nephritis (*Cndp2*, *Dnase1* and *Scd1*). While *Timp1* and *Odc1* expression depends on the activity of the NF-κB signaling complex, *Akr1b1, Casp9, Mt2* and *Scd1* diminish the activity of the transcription factor complex.

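In Umod C93F kidney 4 of the 5 genes of this group that could be tested fell and Scd1 rose (the same when adjusted over the list alone, which is not independent evidence, since the study chose these genes on the same samples). Akr1b3, the mouse gene of aldose reductase that the paper gives as Akr1b1, fell (log2 ratio -0.76 ± 0.30; SD, n = 4, adjusted p = 0.000808, limma). Timp1, encoding an inhibitor of matrix metalloproteinases, fell as well (-0.67 ± 0.19, adjusted p = 0.000272), while an element too dim for the test was at 0.00. The metallothionein gene Mt2 was at -0.70 ± 0.11 (adjusted p = 3.58e-05); its mutant channel was not well above background on any array, and the wild-type signal was at least 1.44-fold higher. Another Mt2 element, too dim for the test, was at 0.06. Casp9, encoding an initiator caspase, was at -0.61 and -0.09 on 2 elements that were both too dim for the test.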

**Table 3:** Functional classification of differentially expressed genes in kidney of *Umod* ^C93F^mutant line.

Categories	Diseases or Functions Annotation	p-Value	Genes	# genes
Cancer	cancer	5.85E-03	*Acox1, Acsm2a, Agps, Akr1b1, Ank1, C11orf54, Casp9, Cchcr1, Cndp2, Cyp51a1, Dnase1, Gpm6a, Grm2, Hba1/Hba2, Hgd, Hsd17b11, Il5ra, Inmt, Lgmn, Macrod1, Mt2, Odc1, Pah, Pank1, Pank3, Pdzk1, Rtn3, Scd, Slc13a3, Snx27, Timp1, Tmem174, Ttr, Ube2a, Ugt2b28, Ugt2b7*	36
Cell Death and Survival	necrosis	5.17E-03	*Akr1b1, Casp9, Cchcr1, Dnase1, Gpm6a, Grm2, Il5ra, Kap, Lgmn, Mt2, Odc1, Pdzk1, Scd, Timp1, Ttr*	15
Molecular Transport	transport of molecule	1.00E-02	*Ank1, Casp9, Cchcr1, Grm2, Hba1/Hba2, Pdzk1, Scd, Slc13a3, Snx27, Ttr*	10
Inflammatory Response	inflammation	3.68E-03	*Aco2, Acox1, Dnase1, Il5ra, Lgmn, Mt2, Odc1, Scd, Timp1*	9
Lipid Metabolism	concentration of lipid	5.51E-04	*Agps, Akr1b1, Casp9, Kap, Pank1, Pdzk1, Scd, Timp1, Ttr*	9
Cardiovascular Disease	hypertension	6.97E-03	*Acox1, Cyb5b, Hba1/Hba2, Inmt, Kap, Pah*	6
Protein Synthesis	quantity of protein in blood	1.94E-03	*Hba1/Hba2, Lgmn, Mt2, Pdzk1, Scd, Ttr*	6
Renal Disease	renal cancer	1.99E-02	*Cyp51a1, Gpm6a, Mt2, Scd, Timp1*	5
	failure of kidney	1.98E-04	*Dnase1, Hba1/Hba2, Lgmn, Mt2, Ttr*	5
	cell death of renal tubule	4.90E-04	*Dnase1, Kap, Mt2*	3
	proliferation of kidney cell lines	6.54E-03	*Cchcr1, Mt2, Ttr*	3
	nephritis	2.41E-02	*Dnase1, Il5ra, Mt2*	3
	abnormal morphology of renal tubule	1.57E-03	*Akr1b1, Lgmn, Mt2*	3
	end stage disease	1.96E-03	*Lgmn, Mt2, Ttr*	3
	glomerulosclerosis	3.08E-03	*Kap, Lgmn, Mt2*	3
	urination disorder	3.84E-02	*Akr1b1, Kap, Lgmn*	3
Post-Translational Modification	hydrolysis of protein fragment	2.69E-02	*Casp9, Cndp2, Lgmn*	3

To identify DEGs irrespective of secondary morphological kidney alterations due to different UAKD disease progression stage, transcriptome datasets of the *Umod* ^A227T^ mutant mouse line were compared with that of the *Umod* ^C93F^ mutant mouse line. 

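Slco1a6 was lower in Umod C93F than in Umod A227T (difference of log2 ratios -0.93, standard error 0.14, adjusted p = 0.000327, limma), along with Ghitm, encoding a mitochondrial membrane protein (-0.81), and Ivns1abp (-0.81). Epha6, a gene of an ephrin receptor, was higher in C93F (1.11, standard error 0.11, adjusted p = 9.78e-06, limma). So was Mid1, encoding a microtubule-binding ubiquitin ligase (0.99, standard error 0.10). Higher in C93F compares the ratios of the lines and need not be a rise there, where 1 element was called higher. Epha6 was at -0.91 in A227T and 0.21 in C93F, and Mid1 at -0.69 and 0.30. Ghitm was at 0.63 and -0.19, and Ivns1abp at 0.77 and -0.04, so these genes moved mainly in A227T. Slco1a6, at -0.23 and -1.15, moved mainly in C93F. Over 2168 elements tested in both lines, 114 differed, 68 higher and 46 lower in C93F, and 616 passed the adjusted p alone. Across these elements the mean log2 ratios of the lines had a Pearson correlation of 0.0989 and a Spearman correlation of -0.00837. Age, zygosity, allele and wild-type pool all differ between the lines. The difference between lines held 205 elements with local background subtraction, 218 with no filter on dim spots and 63 with a stricter one.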

Hierarchical cluster analysis of all differentially expressed genes in both mutant lines displayed a similar tendency of transcriptional alteration for about 43% of the genes identified as DEGs in one of both *Umod* mutant mouse lines but which were only significantly regulated in one of the two lines (data not shown). 

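Elements called in C93F alone mostly leaned the same way in A227T, and those called in A227T alone did not lean to either side in C93F. Of 26 elements called only in C93F, 25 had the same sign in A227T (96.2%), and of 65 called only in A227T, 32 had the same sign in C93F (49.2%). Together this is 57 of 91 elements, or 62.6% (95% exact binomial interval 51.9% to 72.6%, which treats elements as independent although genes are not independent replicates). Over all 2168 elements tested in both lines the share was 48.7%. The paper's share is a similar tendency seen in a cluster analysis of its regulated genes, which is a different measure from agreement in sign. For the elements in Figures S2 and S3 that the paper lists for one line only, the sign was the same for 91 of 148 (61.5%) in the scans and for 85 of 145 (58.6%) in the authors' processed ratios. The share was 82.9% over genes in place of elements.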

An overlap of 5 DEGs (*Angptl7*, *Hba-a1*, *Odc1*, *Scd1* and *Wfdc15b*) was identified between the datasets of regulated genes of both *Umod* mutant lines. 

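Scd1, Angptl7 and Hsd17b11 were called in both lines in the same direction, Scd1 higher, Angptl7 and Hsd17b11 lower. Hsd17b11 encodes a steroid dehydrogenase, and its log2 ratio in A227T was -0.61 ± 0.40 (SD, n = 4, adjusted p = 0.00867, limma), while its other element was not called there (-0.44). With one value per gene, which averages elements that share a platform symbol, Angptl7 was not called in A227T. No other element common to the arrays of both lines carries the name Angptl7, so that value probably averages it with elements of another name. Hsd17b11 was not called in both lines without A227T mouse 1, without background correction or with local background subtraction. By gene rather than element, Odc1 also counts, lower in both lines on different elements, which makes 4 genes. One element without a gene name was called in opposite directions. If the calls of the lines were independent among the 2168 shared elements, 0.00876 rising and 0.669 falling elements would be called in both (one-sided Fisher's exact test, p = 0.00876 for 1 rising and p = 0.143 for 2 falling elements). The number called in both was 0 with a stricter filter on dim spots, 8 with local background subtraction, 6 without A227T mouse 2 and 7 without A227T mouse 3. The paper compares the lines in order to find alterations that do not depend on the stage of the disease.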

*Scd1* was overexpressed and *Angptl7*, *Hba-a1*, *Odc1* and *Wfdc15b* displayed significant down-regulation in *Umod^A227T^* and *Umod^C93F^*.

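Scd1, encoding the enzyme that introduces the double bond into stearic acid, rose in both lines, with a log2 ratio of 1.09 ± 0.25 (SD, n = 4 mice) in Umod A227T and 0.92 ± 0.13 in Umod C93F (adjusted p = 4.93e-05 and 1.26e-05, limma). In C93F the wild-type channel of Scd1 was at least 2 times the background on 4 of 8 arrays. Angptl7, encoding a secreted angiopoietin-like protein, fell in both (-0.82 ± 0.16 and -0.97 ± 0.06; adjusted p = 9.47e-05 and 1.19e-06). Odc1, encoding ornithine decarboxylase of polyamine synthesis, lies on different elements in Figures S2 and S3. The element of Figure S2 was at -0.83 ± 0.24 in A227T and -0.20 ± 0.10 in C93F, and that of Figure S3 at -0.48 ± 0.10 and -1.12 ± 0.05, so that each passed the fold threshold in 1 line; all 4 values had an adjusted p under 0.10. For Hba-a1, an alpha-globin gene, the element listed for both lines was at -0.80 ± 0.26 in A227T (adjusted p = 0.000252) and at -0.38 ± 0.08 in C93F, where it was too dim for the test. Over all hemoglobin elements, 10 of 11 fell in A227T (median -0.74), and in C93F none of 9 passed the fold threshold (median -0.28), though all 9 had an adjusted p under 0.10. Wfdc15b, a gene of a small secreted protein with a WAP domain, was at -0.56 ± 0.05 in A227T (adjusted p = 0.000516) and under the fold threshold with median centring. In C93F it was at -0.43 ± 0.14 and not tested, since the mutant channel was at least 2 times the background on 0 and the wild-type channel on 2 of 8 arrays.

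**Figure D2:**
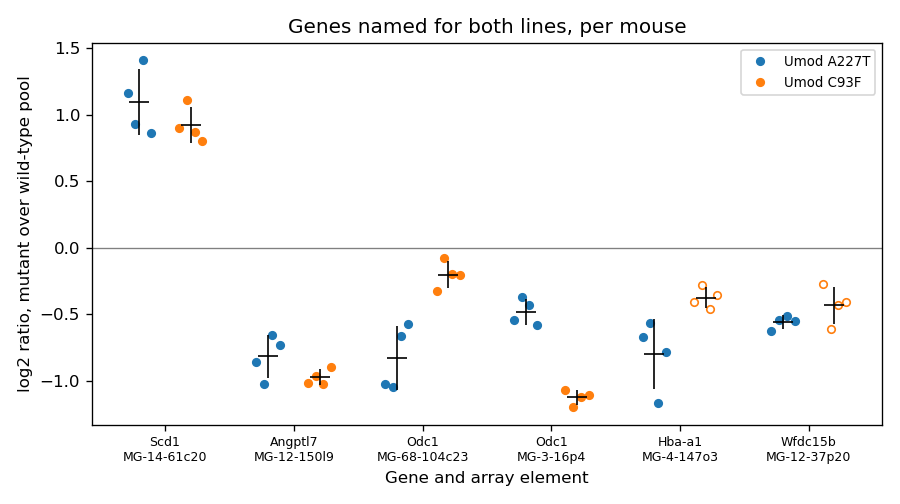
Log2 ratio of mutant over wild-type pool (vertical axis) for the genes named for both lines, by array element (horizontal axis). Points are the 4 mice of each line, black marks the mean and SD, and open points elements too dim for the test; every point for Scd1 lies above 0 and every other point below 0.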

### Validation of microarray datasets by quantitative RT-real time PCR

Genes identified as equally differentially abundant in both *Umod* mutant mouse lines by genome-wide transcriptome analyses were selected for quantitative RT-real time PCR (RT-qPCR) analyses of whole kidney lysates of four-month-old male mice (n = 5 per group) (Figure 1). *Scd1* transcripts were significantly higher abundant in kidneys of both homozygous *Umod* ^C93F^ and *Umod* ^A227T^ mutant mice compared to wild-type mice by RT-qPCR analyses, whereas *Wfdc15b* exhibited a significantly decreased transcript abundance in both *Umod* mutant mouse lines. *Angptl7* and *Odc1* exhibited significantly decreased transcript abundances in whole kidney lysates of homozygous *Umod* ^C93F^ mutant mice and showed the tendency of decreased transcript abundances also in homozygous mutants of the *Umod* ^A227T^ mouse line which exhibited a less severe UAKD phenotype and TALH dysfunction compared to age-matched mutant mice of the *Umod* ^C93F^ mouse line [13]. RT-qPCR of *Hba-a1* revealed similar transcript abundances irrespective of genotype. In summary, RT-qPCR analyses of independent groups of mice confirmed the results for *Angptl7*, *Odc1*, *Wfdc15b* and *Scd1*, obtained by array hybridization, and differed only for *Hba-a1*.

**Figure 1:**
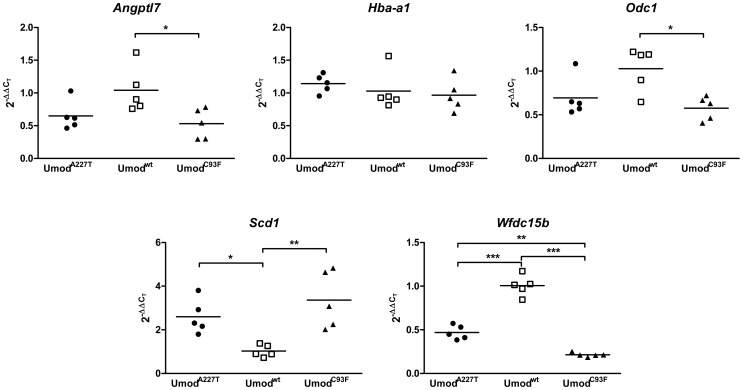
Verification of DEGs, identified by transcriptome profiling of whole kidneys, by RT-qPCR. Data are shown as scatter dot plot with mean (n = 5 per group). Age of mice analyzed: four months. One-way-ANOVA with Tukey's Multiple Comparison Post hoc Test: *p* vs. wild-type, *, *p*<0.05; **, *p*<0.01; ***, p<0.001.

### Localization and quantification of ANGPTL7 and SCD1 in the kidney by immunohistochemistry and Western blot analysis

In wild-type mice, ANGPTL7 protein was localized in the cytoplasm of all tubular cells, with more intense staining in TALH cells than in cells of other tubular segments (Figure 2A). In contrast to wild-type mice, the staining intensity of ANGPTL7 in TALH cells were less intense in *Umod* mutant mice, exhibiting a nearly similar staining intensity of ANGPTL7 in TALH cells like in cells of other tubular segments. Staining intensity of ANGPTL7 in non-TALH cells was similar irrespective of genotype. Identification of TALH segment was enabled by detection of UMOD. Western blot analyses of ANGPTL7 revealed a significantly decreased abundance of ANGPTL7 in the outer medulla of kidneys of *Umod* ^A227T^ and *Umod* ^C93F^ mutant mice compared to wild-type controls (Figure 2B).

**Figure 2:**
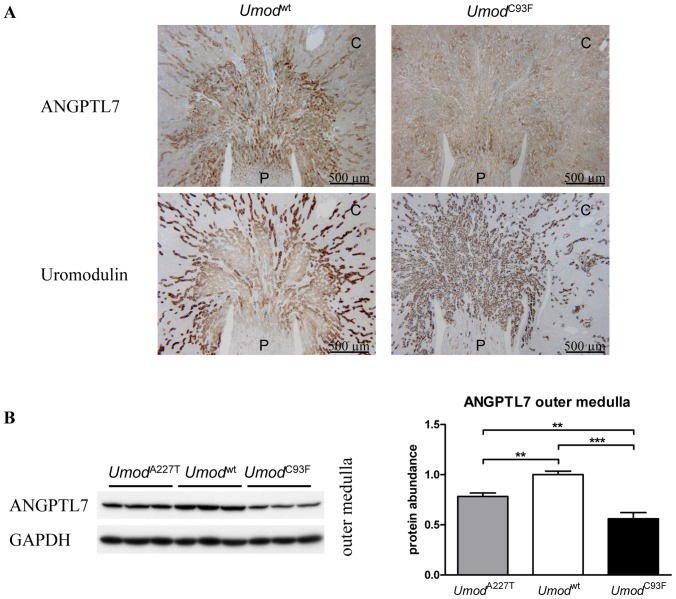
Analysis of localization and protein abundance of ANGPTL7 in healthy and UAKD-affected kidneys. (**A**) ANGPTL7 was predominantly detected in the cytoplasmic compartment of tubular cells, predominantly in TALH cells, of wild-type mice. Compared to the staining intensity of ANGPTL7 in TALH cells of wild-type mice, TALH cells of *Umod* mutant mice exhibited a lower cytoplasmic staining intensity of ANGPTL7. Age of mice analyzed: four months. *Umod* ^wt^: wild-type mouse; *Umod* ^C93F^: homozygous *Umod* ^C93F^ mutant mouse. UMOD immunohistochemistry enabled identification of TALH segments. Serial kidney sections were used for ANGPTL7 and uromodulin immunohistochemistry and corresponding kidney regions are shown. C: renal cortex; P: renal papilla. Chromogen: DAB; nuclear staining: hemalum. (**B**) Protein abundance of ANGPTL7 in the outer medulla of kidneys of homozygous *Umod* mutant mice of both lines was decreased compared to wild-type mice. Signal intensities of ANGPTL7 were corrected for GAPDH signal intensities of the same PVDF-membrane. Mean of protein abundance of wild-type mice was set on a value of 1 [mean (wild-type)  = 1]. One-way-ANOVA with Tukey's Multiple Comparison Post hoc Test: *p* vs. wild-type, **, *p*<0.01; ***, p<0.001. Age of mice analyzed: four months.

SCD1 protein was localized in the cytoplasm selectively of proximal tubular cells of the kidney, concretely in the straight (S3) segment of proximal tubule (Figure 3A). Other tubule segments like TALH cells were negative for SCD1. In homozygous *Umod* mutant mice of both lines, SCD1 appeared to be abundant in a larger fraction of proximal tubular cells compared to wild-type mice, and the average staining intensity of SCD1 positive cells appeared to be more prominent. Western blot analyses of SCD1 revealed a 2.7-fold and 4.6-fold higher abundance in whole kidneys of *Umod* ^A227T^ and *Umod* ^C93F^ homozygotes compared to wild-type controls (Figure 3B).

**Figure 3:**
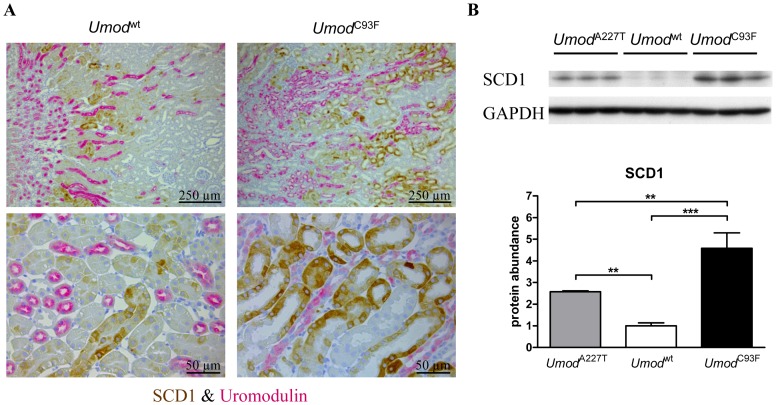
Analysis of localization and protein abundance of SCD1 in healthy and UAKD-affected kidneys. (**A**) SCD1 was detected in the cytoplasmic compartment selectively of proximal tubular cells (in the straight S3 segment). In the kidney of the homozygous *Umod* ^C93F^ mutant mouse, SCD1 appeared to be abundant in a larger fraction of proximal tubular cells compared to the kidney of the wild-type mouse, and the average staining intensity of SCD1 positive cells appeared to be more prominent. Age of mice analyzed: four months. *Umod* ^wt^: wild-type mouse; *Umod* ^C93F^: homozygous *Umod* ^C93F^ mutant mouse. Uromodulin immunohistochemistry enabled identification of TALH segments. Proximal tubule segment are morphologically characterized by luminal microvilli. Chromogen: DAB for SCD1, Vector RED for UMOD; nuclear staining: hemalum. (**B**) Protein abundance of SCD1 in whole kidney lysate of homozygous *Umod* mutant mice of both lines was increased compared to wild-type mice. Signal intensities of SCD1 were corrected for GAPDH signal intensities of the same PVDF-membrane. Mean of protein abundance of wild-type mice was set on a value of 1 [mean (wild-type)  = 1]. One-way-ANOVA with Tukey's Multiple Comparison Post hoc Test: *p* vs. wild-type, **, *p*<0.01; ***, p<0.001. Age of mice analyzed: four months.

### Evaluation of the role of TALH-dysfunction derived salt wasting and volume depletion state on Scd1 transcript abundance

The bumetanide-sensitive ion transporter NKCC2 is mainly expressed in the kidney in the apical membrane of the cells of TALH and macula densa, and impaired function of NKCC2 due to inactivating mutations or due to the action of loop diuretics leads to salt wasting polyuria with reduced fractional excretion of uric acid [23]. Homozygous *Slc12a1* ^I229T^ mutant mice, suffering on TALH-dysfunction derived salt wasting and volume depletion state [14], exhibited a significantly increased *Scd1* transcript abundance in their kidneys compared to their littermate wild-type controls (Figure 4).

**Figure 4:**
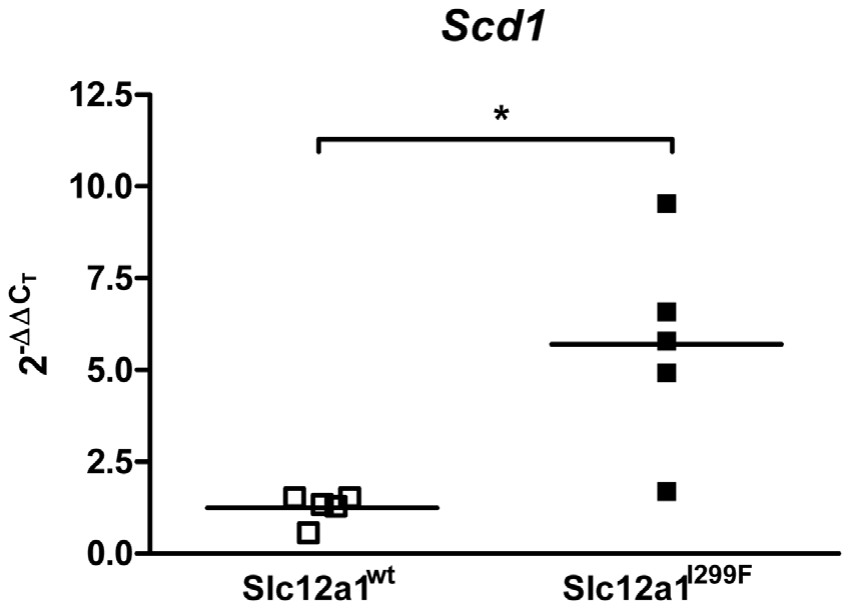
Evaluation of the role of TALH-dysfunction derived salt wasting state on renal *Scd1* transcript abundance. Increased *Scd1* transcript abundance in kidneys of homozygous *Slc12a1* ^I299T^ mutant mice compared to the kidneys of littermate controls were detected by RT-qPCR analysis. Data are shown as scatter dot plot with mean (n = 5 per group). Age of mice analyzed: three months. Student's t test: *p* vs. wild-type, *, *p*<0.05.

## Discussion

UAKD is a progressive hereditary disease and belongs to the endoplasmic reticulum (ER) storage diseases due to maturation defect of mutant UMOD and its retention in the enlarged ER of TALH cells [3]. Until know, little is known about the molecular alterations in UAKD affected kidneys, except of the induction of unfolded protein response and the recently identified activation of non-canonical NF-κB signaling in cells of the TALH segment [11]. In this study, we performed genome-wide transcriptome profiling of whole kidneys from young-adult homozygous *Umod* ^A227T^ and from aged heterozygous *Umod* ^C93F^ mutant mice exhibiting different severities of UAKD. With these analyses, we identified numerous DEGs in both mouse models of UAKD, which were functionally annotated with renal diseases and renal dysfunction. Further, numerous of the identified DEGs were found to be associated with the NF-κB signaling pathway. However, only 5 DEGs were identified being commonly differentially abundant in both *Umod* mutant mouse lines, but about 43% of the genes identified as DEGs in one of both *Umod* mutant mouse lines displayed a similar tendency of transcriptional alterations but being only significantly differentially abundant in one of the two mutant lines. This finding might be related to two facts of our study design:

First, in UAKD, primary functional and morphological alterations occur selectively in TALH cells, and TALH segments represent approximately 20% of whole kidney fraction. Using whole kidney for transcriptome profiling, this might be not suitable for detecting genes with altered abundances selectively in a small fraction of the kidney like in the TALH segment but being normally expressed also in other tubular segments as these molecular alterations in a small segment will be highly likely masked by the unaffected transcript abundance in the majority of kidney cells. However, our approach is highly suitable for identifying DEGs in UAKD expressed in a specific tubular fraction or whose transcript abundance is excessively altered in UAKD.

Second, the two groups of UAKD affected mice used for genome-wide transcriptome profiling exhibited different disease stages of UAKD. As recently shown, severity of UMOD maturation defect and speed of progression of UAKD *in vivo* strongly depends on the particular *Umod* mutation itself and the zygosity status [13]. The A227T mutation of *Umod* causes a milder UMOD maturation defect than the C93F mutation, and homozygosity of *Umod* mutation causes a stronger UMOD maturation defect and TALH dysfunction compared to heterozygous *Umod* mutant mice. Severity of UMOD maturation defect and severity of UAKD phenotype are similar between homozygous *Umod* ^A227T^ mutant mice and age-matched heterozygous *Umod* ^C93F^ mutant mice. UAKD is more progressed in 9-month-old heterozygous *Umod* ^C93F^ mutant mice than in 3-month-old homozygous *Umod* ^A227T^ mutant mice analyzed. Thus, the latter mice showed only an initial UAKD phenotype whereas the first group already exhibited progressed secondary morphological kidney lesions like interstitial fibrosis and inflammatory cell infiltrations. Consequently, on the one side, this sample selection of kidneys for genome-wide transcriptome profiling exhibiting different disease stages of UAKD might be responsible for the low number of identified genes commonly differentially abundant in both *Umod* mutant mouse lines. On the other side, these DEGs which were further positive validated by RT-qPCR of additional groups of UAKD-affected mice (*Angptl7*, *Odc1*, *Wfdc15b* and *Scd1*) might be the genes most constantly affected by UAKD irrespective of disease stage and severity. We selected two of the overlapping DEGs (*Angptl7* and *Scd1*) for more detailed analyses.

Angiopoietin-like protein 7 (ANGPTL7) was identified to be less abundant in TALH cells of UAKD affected kidneys. ANGPTL7 is a member of the ANGPTL protein family exhibiting structural homology to the angiopoietins, which have important functions in angiogenesis [24]. However the function of ANGPTLs might differ from angiopoietins as they do not bind to the receptors classically targeted by angiopoietins. So far, biological function of ANGPTL7, which is a secreted protein, is poorly understood. Due to its role in extracellular matrix formation of trabecular meshwork of the eye, a role of ANGPTL7 in glaucoma was assumed [25]. In this context, ANGPTL7 was postulated as potential target gene of the WNT/β-catenin signaling pathway [26]. Recently, ANGPTL7 was identified as a biomarker upregulated selectively in the early stage of acute kidney injury, with higher transcript abundances 4 to 10 hours after ischemia reperfusion injury (according to the data in patent #EP2582840A1, http://www.google.com/patents/EP2582840A1?cl=en). Further, strong upregulation of *Angptl7* transcription was detected in kidneys of hypertensive mice [27]. In UAKD, TALH cells are the site of primary pathogenesis due to mutant UMOD maturation retardation causing ER hyperplasia and TALH dysfunction. Decreased ANGPTL7 abundance in UAKD-affected TALH cells could be on the one side related to impaired synthesis due to impaired ER capacity and dysfunction. On the other side, as the biological function of ANGPTL7 in TALH cells is so far unknown, decreased ANGPTL7 synthesis might also contribute to TALH cell dysfunction leading to impaired kidney function in UAKD.

Increased abundance of stearoyl-coenzyme A desaturase 1 (SCD1) was present in proximal tubule segment of UAKD affected kidneys. SCD1 is a lipogenic enzyme catalyzing the critical step in the biosynthesis of monounsaturated fatty acids of cellular lipids [28]. The degree of unsaturation of cellular lipids is known to influence cell signaling and membrane fluidity and, thus, cell function. Due to its critical role in cell function, SCD1 expression is highly regulated. For instance, SCD1 expression can be induced by glucose, saturated fatty acids, insulin, and by the actions of lipogenic transcription factor sterol regulatory element binding protein-1c (SREBP-1c) and the nuclear receptor LXR. In the kidney, SCD1 was reported to be selectively expressed in the proximal straight tubular cells [29], which is in line with our results. It is an astonishing finding that disturbed TALH function as it is present in UAKD influenced transcript abundance of a gene selectively expressed in the tubule segment upstream of TALH. One key feature of UAKD represents a reduced renal fractional excretion of uric acid [3], and uric acid reabsorption and excretion is mainly regulated in the proximal tubule segment [30]. As a compensatory mechanism due to volume depletion caused by TALH dysfunction in UAKD, increased sodium absorption in proximal tubule, which is coupled with uric acid cotransport, was assumed in UAKD, leading to increased reabsorption and decreased excretion of uric acid [12]. Thus, higher SCD1 expression in proximal tubule of UAKD affected kidneys could be due to functional adaption of proximal tubule function to compensate TALH dysfunction for maintaining fluid and electrolyte homeostasis of the body. This hypothesis was underlined by our finding of increased *Scd1* abundance in kidneys of homozygous *Slc12a1* ^I299T^ mutant mice. These mice exhibited Type I Bartter syndrome with salt-wasting polyuria and reduced uric acid clearance due to an inactivating mutation of the Na^+^-K^+^-2Cl^—^ion transporter, which represents the main ion transporter of the TALH segment [14].

A direct cross talk between the two functionally distinct tubular segments, TALH and the morphologically contiguous S3 segment of proximal tubule, was assumed due to protective properties of UMOD, located in TALH segment, to acute injury damage in proximal tubules [31]. So, recovery of proximal tubule injury by ischemia was delayed in *Umod* knockout mice, which could be drawn back to increased inflammatory response in injured proximal tubule and increased neutrophil infiltration in *Umod* knockout mice compared to the ischemic injury kidney response in wild-type mice. A conceptual model of the UMOD dependent protective cross-talk of TALH segment on S3 segment of proximal tubule in acute kidney injury was proposed, postulating three putative paths of cross-talk between TALH and proximal tubule segment: (1) direct role of basolaterally translocated and released UMOD in down-regulation of inflammatory signaling in neighboring proximal tubule, (2) mediation of cross-talk by a putative secondary paracrine mediator released by TALH segment, or (3) involvement of interstitial cells in mediating cross-talk between the two functionally distinct tubular segments [32]. The increased abundance of SCD1 in straight segment of proximal tubule of UAKD-affected kidneys, as shown in our study, might be a further indication of the impact of TALH segment on the proximal tubule segment. The first proposed path of cross-talk due to reported translocated UMOD after ischemic injury might be of minor importance in UAKD-affected kidneys as we did not observe extracellular UMOD immunopositivity in renal interstitium. However, NF-κB signaling is activated in UAKD-affected TALH segment [11] what could be a putative mediator pathway of nephron segment cross-talk but this hypothesis has to be investigated in further analyses. Increased abundance of SCD1 itself might influence function of proximal tubule cells, by influencing their lipid metabolism and thus may alter the composition of phospholipids, triglycerides and cholesterol ester content in cell membrane [29]. Further, protective effects against lipotoxicity of free cholesterol and free saturated fatty acids, improvement of cell membrane fluidity and enhancement of cell function and integrity are assumed due to increased SCD1 abundance. Thus, the assumed increased sodium- and uric acid-cotransport in proximal tubule might be caused not only to compensate volume depletion in UAKD but also might be in part caused by altered cell function of proximal tubule cells itself.

In conclusion, transcriptome profiling analyses in whole kidneys of two *Umod* mutant mouse models for UAKD at two different stages of the disease resulted in the description of differentially regulated genes which were further classified according to disease and/or functions annotations. Localization and quantification analyses of ANGPTL7 and SCD1 gave novel hints for the function of these proteins in healthy and UAKD affected kidneys. A cross talk between two functionally distinct tubular segments, the TALH segment and the S3 segment of proximal tubule, was demonstrated, which might occur by direct contact or due to functional compensatory properties.

## Supporting Information

Figure S1 Clinical and morphological phenotype of young adult and aged *Umod* ^A227T^ and *Umod* ^C93F^ mutant mice. (A) Plasma urea concentrations of young adult and aged *Umod* ^A227T^ and *Umod* ^C93F^ mutant mice [13]. Data points show means ± SD. Age of clinical-chemical analysis is indicated. n = 6–16 per genotype and *Umod* mutant line. Two-way-ANOVA with Bonferroni Multiple Comparison Post hoc Test: Homozygous *Umod* mutants vs. wild type: ***, *p*<0.001; Heterozygous *Umod* mutants vs. wild type: ^###^, *p*<0.001. (B) Multifocal tubulointerstitial fibrosis and moderate inflammatory cell infiltration predominantly in the corticomedullary region were found in UAKD-affected kidneys of 12-month-old heterozygous *Umod* ^C93F^ mutant mice. These histological alterations were not found in three-month-old young adult homozygous *Umod* ^A227T^ mutant mice (not shown, [12]). Histological staining, age of mice and genotype are indicated. Het: heterozygous mutant, homo: homozygous mutant of the indicated *Umod* mutant mouse line.
(TIF)

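Umod A227T mutants had 54 higher and 50 lower elements in this figure, which gives 104 array elements with the linear mean fold of the mutants over the wild types. In the scanner files 103 of them were bright enough for the test, and all 103 had the direction that the figure gives at an adjusted p under 0.10 from limma. The fold was also over 1.4 for 76 of them; the remaining ones had log2 ratios of a size between 0.387 and 0.481. One element, MG-3-74h9, was too dim.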

Figure S2 Heat map of DEGs in kidney between homozygous *Umod^A227T^* mutant mice compared to wild-type controls. The genes are ranked according to their fold change from largest positive to largest negative value. The first column shows the mean linear fold changes calculated as ratio of the mean mutant intensities (n = 4) and the arithmetic mean signal of the corresponding wild-type mice (n = 4). Columns represent the regulated genes for single mutant mice and the rows the differential expression of a gene across the animals. The color code displays the fold changes according to the scale bar at the bottom of the heat map: Blue represents down- and yellow up-regulation in mutant animals compared to wild-types.
(XLS)

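Umod C93F mutants had 1 higher element in this figure, Scd1, and 53 lower ones. Of the 54 elements, 36 were bright enough for the test in the scanner files, and all 36 ran in the listed direction at an adjusted p under 0.10 from limma, 26 of them with a fold over 1.4. The other 18 were too dim to be tested on these arrays, and each of their mean log2 ratios had the listed sign.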

Figure S3 Heat map of DEGs in kidney between heterozygous *Umod^C93F^* mutant mice compared to wild-type controls. The genes are ranked according to their fold change from largest positive to largest negative value. The first column shows the mean linear fold changes calculated as ratio of the mean mutant intensities (n = 4) and the arithmetic mean signal of the corresponding wild-type mice (n = 4). Columns represent the regulated genes for single mutant mice and rows represent the differential expression of a gene across the animals. The color code displays the fold changes according to the scale bar at the bottom of the heat map: Blue represents down- and yellow up-regulation in mutant animals compared to wild-types.
(XLS)

Figure S4 Functional classification of DEGs in kidney of homozygous *Umod^A227T^* mutant mice. The first three columns list the categories of the diseases or functions annotations and the respective p-value for each over-represented term. The following columns show those DEGs associated with each term including a heat map and the mean fold change. The genes of each term are ranked according to the mean fold changes. A column represents single mutant mice and rows the differential expression across the animals. The color code displays the fold changes according to the scale bar at the bottom of the heat map: Blue represents down- and yellow up-regulation in mutant animals compared to wild-types.
(XLS)

Figure S5 Functional classification of DEGs in kidney of heterozygous *Umod^C93F^* mutant mice. The first three columns list the categories of the diseases or functions annotations and the respective p-value for each over-represented term. The following columns show those DEGs associated with each term including a heat map and the mean fold change. The genes of each term are ranked according to the mean fold changes. A column represents single mutant mice and rows the differential expression across the animals. The color code displays the fold changes according to the scale bar at the bottom of the heat map: Blue represents down- and yellow up-regulation in mutant animals compared to wild-types.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

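Kidney RNA of 4 Umod A227T and 4 Umod C93F mutant mice was compared with a wild-type pool of the same line on 16 spotted two-colour cDNA arrays, 2 per mouse with exchanged dyes. The deposited scanner files give the foreground and local background intensity of each spot in the red and the green channel, as the authors' scanner software measured them and before any normalization. The authors also deposited processed log2 ratios, whose scale, centring and direction are not stated, and the comparison with the scans showed a log2 scale. These ratios, a column for each mouse, helped to set the sign of the scans, so the comparison cannot show their direction. Mutant over wild type was taken from these ratios and the legends of Figures S2 and S3, and is likely rather than settled. The median of the authors' columns lay between 0.007 and 0.047, and the columns held 4963 to 6976 values in A227T and 17631 to 18029 in C93F. The authors filtered elements on background and dye consistency and called them with SAM.

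From the intensities, ratios were computed with R 4.3.3 and limma 3.58.1: normexp background correction with an offset of 50, loess within each array with spots marked as not found given no weight, signs turned to mutant over wild type, spots of one clone averaged and the 2 arrays of a mouse averaged. The scans of the lines list their spots in different orders, so spots were joined by block, column and row; 217 of 20794 positions carry another clone name in the C93F scans. The platform annotation names a gene for 12771 positions; elements without a name are given by clone, and for elements in Figures S2 and S3 the symbol of the paper is used. An element was tested when the foreground was at least 2 times the background in one channel or both, on both arrays of at least 3 mice. Each line was tested against 0 with lmFit and eBayes, and calls needed a Benjamini-Hochberg adjusted p under 0.10 and a fold over 1.4. The wild-type pool is 1 control sample, so p-values leave out the spread between wild-type mice, and the number of arrays limits the precision. The difference between the lines was tested with limma over all 8 mice. No array column was left unassigned to a mouse.

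The 29 gene lists were fixed before the data were examined, but with the folds of the paper's supplementary figures already seen, and were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, on the brightest element of each gene; lists with fewer than 3 measured genes were only counted. Another 8 lists hold genes that the paper names. Genes named in the text are taken from Umod and those the paper names, the 12 called elements with the largest rise and the 12 with the largest fall in each line among those that moved the same way in all 4 mice, up to 4 called members of each list, and the 6 largest differences between lines each way; single members of small groups named beyond this were chosen after their values were seen. Some genes that fall under this are not reported here. The steps were tested on simulated data with known changes. Alternatives covered background correction, normalization, the filter on dim spots, the dye-swap filter, SAM, models of the arrays, thresholds, the authors' processed ratios, one value per gene and the omission of each mouse. The pathway enrichment of the paper was not repeated, and the RT-qPCR, histology and protein experiments were not analysed here.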

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

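The tests weighed here were set before their outcomes were seen, but after the lists of called elements had been seen; none was chosen only after its own result.

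Injury and matrix genes were higher in Umod A227T. Of the 14 called members of both lists, 7 are in Figure S2 and 7 are not. Of the 14, 100% stayed higher at an adjusted p under 0.10 both without background correction and with local background subtraction, so their direction does not hang on these settings. Of all 166 elements called in A227T, 166 and 161 also kept such a p, so the test could hardly come out otherwise. Dim spots were not removed in it either, so handling of dim spots and background is left undecided. Fat or capsule tissue in the dissected kidneys stays open: the median of the measured adipocyte genes was 0.354, a level set beforehand as fitting this explanation, yet Pparg was at -0.46, only 6 of 17 listed genes were measured, and without the filter on dim spots the median of 14 genes was -0.0024. An effect of the mutation may also account for it, and with 1 wild-type pool that was not tested apart from the pool.

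Hemoglobin elements were lower in A227T. More blood in the wild-type pool or less in the mutant kidneys could account for it, and cannot be told apart from other causes here: the erythroid genes other than hemoglobin had a median of 0.005, over 3 genes. By the level written beforehand (over -0.05) this alone would argue against blood content, but the distance to that level is within the standard error of the genes, so it is left undecided. An effect shared by both lines stays open too, since the hemoglobin elements had a median of -0.279 in C93F, between the levels set for and against it. In the paper's RT-qPCR of other mice, Hba-a1 did not differ by genotype.

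Called elements were nearly all lower in C93F. Normalization and background handling are argued against, since the share of lower calls was at least 91.8% with median centring, without background correction and with local background subtraction. A smaller share of proximal tubule may account for it and stays open: the 7 measured genes of the thick ascending limb and collecting duct had a median of -0.134, not above 0 as set beforehand for this explanation, but are too few to exclude it, and no gene of the distal convoluted tubule list was measured. A lower androgen response also stays open: the androgen-responsive list had a median of -0.351, close to that of the S1 and S2 proximal tubule list (-0.28). That median depends on the element chosen, since Odc1 enters the list at -0.20 while its element of Figure S3 was at -1.12. Kap, at -0.85, is not among the measured genes of the list.

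For the calls within a line, the 4 mice allow 8 patterns of signs, too few for a share under 0.05; the real pattern gave 166 calls in A227T and 35 in C93F, 1 pattern of the 8 reaching the real count in each, and the highest of the others gave 0. For the difference between the lines, 1 of 35 splits of the 8 mice reached the real count of 114, the real one, and the highest of the others gave 0. The mice of a line share a wild-type pool and a hybridisation series, so mixed splits were bound to give fewer calls. The splits therefore cannot decide on chance, and they do not tell apart line, age, zygosity, pool and hybridisation series.

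Several single mice stood apart from the other 3 of their line. In A227T these were mouse 4 for Slc22a7 (-0.022) and mouse 3 for Tap1 (-0.97), mouse 2 for the median of the unfolded protein response list (-0.065) and mouse 3 for that of cholesterol synthesis (0.067). In C93F they were mouse 4 for lipogenesis (0.23) and mouse 3 for polyamine genes (-0.20). These are 6 of 159 groups examined, and chance gives about 8.

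The lines differed by limma's test of the difference itself. Lower in C93F were Slco1a6 (-0.93), Ghitm (-0.81), Ivns1abp (-0.81) and 2 elements without a gene name (-1.24 and -1.12). Higher in C93F were Epha6 (1.11), Mid1 (0.99) and 4 elements without a gene name (1.19, 1.03, 1.03 and 1.00). Higher and lower compare the ratios of the lines here, and need not be a change in C93F itself.

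Outside the elements of the paper's figures, 90 elements were called in A227T, 63 of them with authors' processed ratios in fewer than 4 mice, and 9 in C93F. The largest ones in A227T were Lcn2 (1.61), Fn1 (0.93), Gsto1 (0.90), Atf5 (0.87), an element without a gene name (0.87), Gsta4 (0.83) and Emb (0.81), higher, and Ccn1 (-0.92), Ccl28 (-0.89) and 2 elements without a gene name (-1.91 and -1.0), lower. In C93F it was an element without a gene name (-0.72).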

How the results depend on the processing

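Loess within print-tip blocks, normexp with offset 0 and the overlap by gene were chosen after seeing the data, and all other alternatives were planned. The balance of A227T calls turned over, from 73 higher and 93 lower to 141 and 59 with median centring and 158 and 134 with local background subtraction. Every element called in a line kept its sign wherever an alternative tested it as a single element, which leaves out one value per gene and the block of replicate numbers. The depth limit is the signal over background, with a median of 2.17 in A227T and 1.65 in C93F. The counts below are of A227T elements, C93F elements, elements called in both lines and elements in the difference between lines, which were 166, 35, 3 and 114, and the causes of their changes were not tested. Local background subtraction gave 292, 73, 8 and 205, and normexp with offset 0 gave 281, 70, 8 and 194. No background correction gave 23 in C93F, and median centring gave 174 differences. No filter on dim elements gave 218 differences, and the stricter filter gave 99, 21, 0 and 63 over fewer elements. Both lines in one fit gave 69 in A227T over the 2168 shared elements. With no fold threshold, an adjusted p under 0.05 gave 624, 550, 44 and 469, with 50% of elements in the same direction, and one under 0.10 gave 991, 795, 75 and 616, with 48.5%. The authors' processed ratios gave 6 in both lines and 176 differences. Counting a gene on any of its elements gave 4 in both lines. One value per gene gave 75, 23 and 34 differences, with 82.9% in the same direction. Of the gene lists, 16 passed by camera, 5 with an estimated correlation and 28 by fry, which does not compare a list with other genes. Leaving out each mouse in turn gave 157 to 198, 35 to 39, 3 to 7 and 102 to 134, with 56.6% to 69.1% in the same direction and 16 to 19 lists. Over single genes and lists, 89 values crossed a threshold upward, 58 crossed it downward and 3554 stayed on their side. The replicate numbers do not pair the lines: equal numbers correlated at -0.063 to -0.0012, and the fit with the number as a block gave 114 differences. SAM, the model of 8 arrays, between-array scaling, the dye-swap filter and a robust trend changed no count by over 1.5 times.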

Differences from the paper's values

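The paper's counts are at its stated thresholds, a ratio over 1.4 and a false discovery rate under 10% from SAM. Here limma's adjusted p took the place of SAM's rate, and alternatives without a fold threshold differ in that. SAM in place of limma gave 168 elements in A227T and 35 in C93F. The fold threshold was also harder to pass here for the elements of Figures S2 and S3. Their log2 ratios were a median of 0.818 of the paper's in A227T and 0.756 in C93F. Normexp with offset 0 gave 281 elements in A227T and 70 in C93F. In A227T the paper reports 104 elements and 166 were called here. Among the alternatives set before the data were examined, the count fell within 1.5 times of the paper's without background correction (126), with the stricter filter on dim elements (99) and with one value per gene (75), and under no other. In C93F the paper reports 54 and 35 were called; local background subtraction (73), median centring (43), no filter on dim elements (38), the authors' processed ratios (51) and leaving out C93F mouse 1 (39), mouse 3 (36) or mouse 4 (38) came within 1.5 times, the others did not. The paper reports 5 genes changed in both lines, and 3 single array elements were called in both here. These counts are unlike, since the paper's Odc1 lies on different elements in Figures S2 and S3. By gene on any element 4 were called in both, Odc1 among them, a count added after seeing the values, and this is within 1.5 times of the paper's. For single elements, no filter on dim elements (4), the authors' processed ratios (6) and leaving out A227T mouse 2 (6), mouse 3 (7) or mouse 4 (4) came within 1.5 times, the others did not. The paper's 9,237 usable values are not assigned to a line. In C93F 3336 elements were tested under the main settings, and no alternative set beforehand came within 1.5 times. In A227T 9211 were tested, near the paper's count. The filters are unlike, since the paper's also checked dye consistency, so the near count does not show that the same elements were kept. The authors' processed columns held 4963 to 6976 values in A227T and 17631 to 18029 in C93F.

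Log2 ratios of the genes named for both lines lay nearer 0 than the paper's in Figures S2 and S3 by more than the SD between mice in these cases. In A227T Scd1 was 1.09 against the paper's 1.34, and did not differ with local background subtraction, median centring, the authors' processed ratios or without mouse 2 or mouse 4. In C93F Scd1 was 0.92 against the paper's 1.36, Angptl7 -0.97 against the paper's -1.12 and Wfdc15b -0.43 against the paper's -0.76; these did not differ with local background subtraction or the authors' processed ratios. Wfdc15b was too dim to be tested in C93F, and the wild-type channel of Scd1 was at least 2 times the background on 4 of 8 arrays there, so neither value is exact. Hba-a1 was -0.38 against the paper's -0.47, and did not differ under the same 2 settings or without C93F mouse 2. Odc1 was -1.12 against the paper's -1.20, and did not differ with median centring or the authors' processed ratios. These genes differed from the paper's values under each other alternative set before the data were examined that gives them a value. Over all elements of the figures, 33 of 104 in A227T and 42 of 54 in C93F differed by more than the SD, all with the paper's sign, and the median ratio to the paper's log2 ratio was 0.818 and 0.756.

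The paper states that Slc13a1 was lower in C93F; here it was 0.18 (adjusted p = 0.0488, limma), while Kap, Lgmn and Pdzk1 were on the lower side. The authors' processed ratios of Slc13a1 also have a mean above 0 in C93F (0.32), and Figure S3 lists Slc13a3, which was lower here too, and not Slc13a1. The paper counts Hba-a1 and Wfdc15b among genes changed in both lines, and here each was called in A227T only. Hba-a1 passed the adjusted p in both lines with no fold threshold. Of genes that the paper reports as changed, Col18a1 and Prom1 were under the fold threshold in A227T and were called with local background subtraction, median centring, the authors' processed ratios and without mouse 3, Col18a1 also with the dye-swap filter and Prom1 also without mouse 2. Pdzk1 and Cndp2 were under it in C93F and were called with local background subtraction and the authors' processed ratios. Casp9 was too dim in C93F and was called with no filter on dim elements. Normexp with offset 0 also called Col18a1, Prom1, Pdzk1 and Cndp2.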

Other observations

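The tests of gene lists here were planned before the array files were read but after the folds in Figures S2 and S3 had been seen. Called members such as Mt1, Gclc and Mt2 are in those figures, so they are not independent evidence. Genes with names of the Rps and Rpl series, nearly all of ribosomal proteins but with Rps6kb2, Rps6kc1 and Rps19bp1 among them, were slightly higher in A227T as a group: none of 60 was called, 21 passed the adjusted p alone and all of these were higher, with a median log2 ratio of 0.21 (camera adjusted p = 8.23e-12; adjusted p = 0.094 with an estimated correlation). Of 19 genes of the oxidative stress response and metallothioneins, 3 rose and none fell in A227T: Mt1, Gsta4 and Gclc (3 when adjusted over the list alone; camera adjusted p = 6.13e-06; adjusted p = 0.094 with an estimated correlation). In C93F 1 of 11 fell, Mt2 (camera adjusted p = 0.16). Genes of oxidative phosphorylation, including the assembly factor genes Ndufaf1 and Ndufaf3, were slightly lower in C93F, with a median of -0.12: none of 50 was called, and 24 were lower and 1 higher at an adjusted p under 0.10 (camera adjusted p = 3.35e-07; adjusted p = 0.241 with an estimated correlation). Of 10 genes of sodium and urate transport, 3 fell in C93F (camera adjusted p = 8.73e-07; adjusted p = 0.125 with an estimated correlation).

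Other lists held few calls. In A227T the unfolded protein response had 0 of 23 genes called (camera adjusted p = 0.764), cholesterol synthesis 0 of 9 (0.896), fatty acid oxidation 0 of 14 (0.737), lipogenesis 1 of 16, Scd1 (0.0231; adjusted p = 0.252 with an estimated correlation, and lost with the stricter filter, the dye-swap filter and the authors' processed ratios), endothelium 0 of 10 (0.832) and podocytes 0 of 4 (0.719). Pancreas acinar genes had 1 of 3, Cpa1, lower (0.0268; adjusted p = 0.378 with an estimated correlation). In C93F the injury list leaned higher as in A227T, with 0 of 4 genes called and 3 higher at an adjusted p under 0.10 (0.0293; adjusted p = 0.381 with an estimated correlation), matrix genes 1 of 6, Timp1, lower (0.784), the unfolded protein response 0 of 8 (0.214) and the NF-κB pathway 0 of 7 (0.441). No gene of the immunoglobulin or adrenal lists was measured in either line. Of the 14 injury and matrix genes called in A227T, 3 could be tested in C93F, and for each the difference between lines (S100a11 -0.41, Gsn -0.42 and Dpp10 -0.40, adjusted p = 0.0109, 0.00173 and 0.0151, limma) was under the fold threshold. These genes were picked for being called in A227T, which favours a lower value in C93F.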
